A study of Gallus gallus with 10 samples.

How the data were processed

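Nuclei from frozen spleen and bursa of Fabricius of White Leghorn chickens of line 6, 5 weeks old, were profiled by droplet-based single-nucleus RNA sequencing. The birds had been injected intravenously with lipopolysaccharide of E. coli (LPS), a component of the outer membrane of Gram-negative bacteria, or with phosphate-buffered saline (PBS), per the labels. The time between injection and sampling is not stated in the sources used here. The 10 samples form 4 groups: spleen LPS (replicates 1 and 2), spleen PBS (1 to 3), bursa LPS (2 and 3) and bursa PBS (1 to 3). Per the labels' protocols, libraries were made with the 10x Genomics 3' kit, version 2, with a target of 3000 nuclei per sample and 50000 reads per nucleus.

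The deposited values are counts of unique molecular identifiers (UMIs) per gene and barcode, 1 matrix per sample, with no normalization. Per the labels, Cell Ranger 7.0.1 made them, with an annotation that kept coding genes and long RNAs without coding potential; the file headers name version 6.1.2. The labels name the assembly GRCg7b, but the gene identifiers have the form used with an older annotation, so the build was left open and no coordinates are given. The files list 22382 genes, of which 12440 carry a symbol. They include 13 mitochondrial and 7 haemoglobin genes. Counting could divide reads between near-identical copies, so values of BLB1 and BLB2, of the haemoglobin genes HBBA, HBA1 and HBAD, of AVD and of CATHB1 and CATHL2 are uncertain. The counting's use of strand is not given in the sources used here, so overlapping and antisense genes are uncertain too.

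A nucleus was kept with at least 200 genes detected and under 5% mitochondrial counts. Scrublet, run per sample in scanpy 1.11.5 under Python 3.11.15, marked 30 of 21614 nuclei as doublets, or 0.139%. A caller that marks under 0.5% was taken not to have worked, so doublets remain among the nuclei kept. Of 24578 barcodes 21584 were kept, which is 87.8% (95% Wilson interval 87.4 to 88.2). The filter on genes removed 2644 barcodes and the filter on mitochondrial counts 405. Counts kept per sample ranged from 244840 to 4406456.

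Nuclei of each tissue were clustered on their own. Counts were scaled to 10000 per nucleus and log-transformed, and 2000 variable genes, 30 principal components and 20 neighbours entered Leiden clustering (leidenalg 0.10.2) at resolution 1. Clusters were named "X-like" from 13 marker lists. A named cluster had at least 3 markers of its list with a log2 fold of 0.5 or more and 10 or more UMIs, a list score of at least 0.3 and a margin of 0.15 over the next list. Scores were computed from CPM per cluster, the counts summed over its nuclei relative to their total, with an offset of 10 CPM. A cluster with more markers of another list than of its own among its top 10 genes stayed unnamed. The marker lists were fixed in advance. The thresholds of the naming rule were set after the clusters had been seen, so the shares of unnamed clusters are given per group. Mesenchymal and smooth muscle clusters were joined as stromal-like, and T and cytotoxic lymphocyte clusters as T-like.

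Counts were summed per sample over all nuclei, and over the nuclei of each class with at least 20 nuclei in a sample. A class was tested where at least 2 samples were left in each group. The sums were tested with the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3), with TMM scaling and filterByExpr. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called. LPS was compared with PBS in each tissue over 5 samples. The difference between the LPS effects was tested as a tissue by treatment interaction over all 10 samples, and bursa was compared with spleen over the PBS samples. CPM were computed from the counts kept relative to the total of the sample, without TMM scaling, and are given as mean ± SD; log2 fold changes are given ± SE. Shares of nuclei were compared by exact two-sided permutation tests. With 2 samples against 3 there are 10 splits and the smallest possible p is 0.2, so these tests could not reach the threshold.

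Before the data were examined, the sample groups, the tests, the marker lists, 5 gene lists, the rule for naming genes and all alternatives but 2 had been chosen. By that rule, the text names the 5 genes with the largest rise and the 5 with the largest fall per LPS comparison, 3 for the interaction and for the comparison of tissues, and 2 per class. They had to be called, to have a symbol and a mean of at least 10 CPM, and, except for the interaction, to have groups that did not overlap. Members of the gene lists called over all nuclei are also named, apart from a gene that is not reported here. The lists were tested with camera (limma 3.58.1) at the preset correlation of 0.01. Of the lists' genes, 29 of 32 inflammatory, 21 of 25 interferon-stimulated, 34 of 38 cell cycle, 11 of 14 antigen presentation and 6 of 9 glucocorticoid-response genes were matched in the files. Of the symbols that the files lack, only IL8L2, CXCL8 and MIM1 were looked up among RefSeq synonyms. IL8L2 and CXCL8 both led to IL8, so that gene is counted more than once among the 29.

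A fold against a group with a count of 0 was computed as a lower bound from 3 counts over the group. With 1 to 3 counts the ratio is given with a 95% counting interval. Intervals and bounds cover counting error only. On simulated counts with 200 genes changed by 2 on the log2 scale, edgeR recovered 100% of them in the spleen comparison (9763 genes), 97.5% in the bursa comparison (10390), 96.5% in the interaction (11414), 100% in the comparison of tissues (10270) and 95% in spleen B-like nuclei (2114). Unchanged genes made up 2.91%, 4.88%, 2.53%, 5.21% and 5.94% of the calls in the same order. The changed genes were drawn only from genes with enough expected counts in the smallest sample. Each gene's spread followed the trend over all genes, and no sample was made to lie apart. These rates therefore do not cover genes with few counts, smaller changes or samples that lie apart.

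The alternatives were DESeq2 1.42.0, its size factors, no filter on genes, all deposited barcodes, at least 500 genes per nucleus, doublets kept, mitochondrial and haemoglobin genes left out, samples thinned to the smallest total, a replicate block, a fit of all 10 samples, resolutions 0.5 and 2, at least 50 nuclei per sample, camera with an estimated correlation, fry, and each replicate left out in turn. Another 2 were chosen after seeing the data: leaving out the highest 5% of doublet scores per sample, and clustering without the genes called within any class. The labels give no batch, so none was modelled.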

Results

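Single-nucleus RNA profiles were collected from spleen and bursa of chickens given LPS or PBS. Spleen gave 7336 nuclei from 10050 barcodes, or 73.0%, and bursa gave 14248 from 14528, or 98.1%. In the spleen LPS samples, 1399 and 1396 nuclei carried 991120 and 771831 counts. The spleen PBS samples held 2299, 1639 and 603 nuclei with 1315126, 835363 and 244840 counts. In the bursa LPS samples, 1661 and 4153 nuclei carried 1410873 and 3176926 counts. The bursa PBS samples held 1358, 1665 and 5411 nuclei with 971070, 1336496 and 4406456 counts. Spleen PBS 3 was the shallowest sample. Of its 2621 barcodes, 2015 had fewer than 200 genes, and 23.0% of barcodes with 48.1% of the counts were kept. Median UMIs per nucleus kept lay between 312 and 656. The protocol's target was 3000 nuclei per sample.

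**Figure D1:**
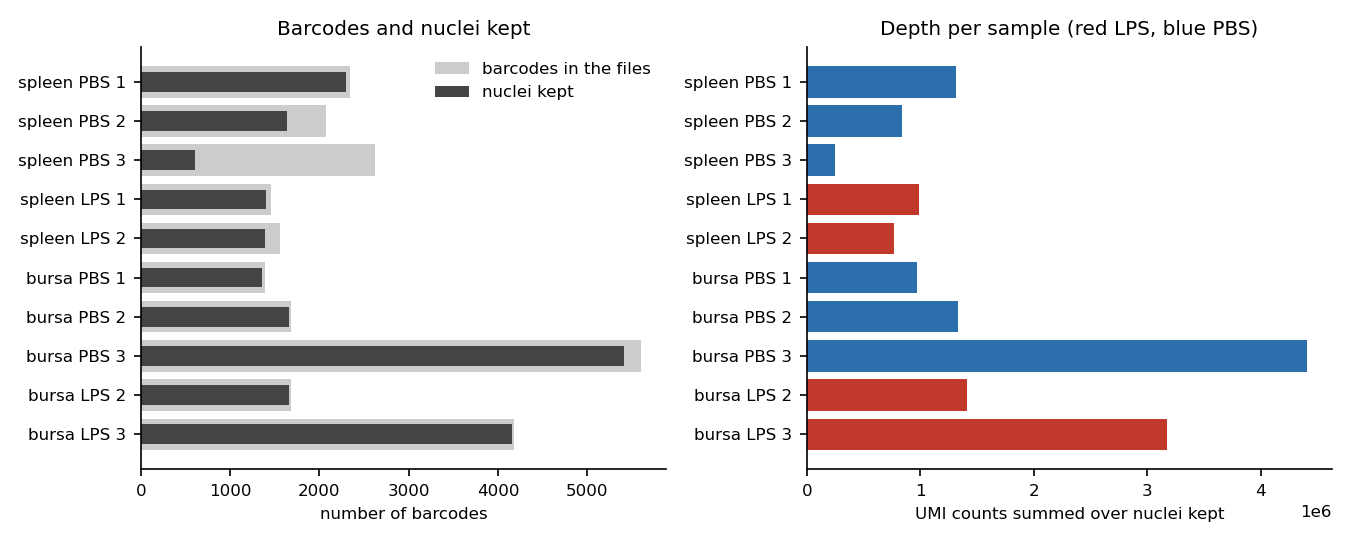
Barcodes and nuclei kept per sample, and UMI counts per sample, for the 4 groups. Spleen PBS 3 kept 603 of 2621 barcodes, and bursa PBS 3 was the deepest sample with 4406456 counts kept.

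Clusters of spleen nuclei were named B-like (clusters 0 and 10), T-like (1 and 6), macrophage-like (2), endothelial-like (3), stromal-like (4, 5 and 8) and thrombocyte-like (11). BCL11A, PAX5 and EBF1 were among the leading genes of B-like cluster 0, and cell cycle genes such as CENPE and CENPF led B-like cluster 10. TCF7, CD4 and THEMIS were among the leading genes of T-like cluster 1, and VWF led the endothelial-like cluster. Clusters 7 and 9 stayed unnamed. Bursal clusters were named B-like (0 to 4), erythroid-like (5), stromal-like (6), epithelial-like (8) and macrophage-like (10), and clusters 7 and 9 stayed unnamed. Unnamed clusters held 7.94% of nuclei in spleen LPS and 4.93% in spleen PBS samples, and 6.68% and 6.01% in bursa.

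The share of each class was compared between LPS and PBS samples. In spleen, B-like nuclei made up 10.4% ± 1.5 (SD, n = 2) of LPS and 33.7% ± 2.51 (n = 3) of PBS nuclei, without overlap (exact permutation p 0.2, the smallest this design allows). This value changed with the clustering. Clustered without the genes called within a class, B-like shares were 6.29% and 3.51% in LPS samples against 14.3%, 8.18% and 4.64% in PBS samples. The groups overlapped only through PBS 3, at 4.64%. An erythroid-like cluster, for which B was the next list, then held 12.7% and 16.7% of the LPS nuclei and 16.3% to 30.8% of the PBS nuclei of a sample. An unnamed cluster, led by the T list with B next, held 8.72% and 10.7% against 12.1% to 19.2%. Of the B-like nuclei of a sample at resolution 1, 31.8% to 50.7% lay in the first and 21.9% to 33.8% in the second of these clusters. Stromal-like nuclei made up 31.8% ± 4.70 of LPS and 15.3% ± 2.32 of PBS nuclei (exact p 0.2). Clustered without those genes, the shares were 27.2% and 33.3% against 14.8%, 12.2% and 17.9%. With at least 500 genes per nucleus the difference between LPS and PBS samples (class share of nuclei, LPS vs PBS: spleen stromal) was -28.5 points, with 55.1% and 65.2% of LPS nuclei then in unnamed clusters. Different clusters held the stromal-like nuclei of the groups. Cluster 4, led by RPRM and ADAMTS1, held 25.1% and 31.2% of the LPS nuclei and at most 0.663% of those of any PBS sample, while cluster 8 held at most 0.214% of either LPS sample against 3.65% to 6.39% of the PBS samples. T-like nuclei made up 26.6% ± 1.10 against 18.8% ± 5.28, and macrophage-like nuclei 9.66% ± 2.31 against 17.7% ± 2.99 (exact p 0.2 for each). T-like shares overlapped at resolution 0.5 (21.9% and 24.9% against 17.7%, 22.3% and 12.6%), with at least 500 genes per nucleus and under both other treatments of doublets. Clustered without the genes called within a class, T-like and macrophage-like shares overlapped. Endothelial-like shares overlapped, at 12.7% ± 1.25 and 9.50% ± 2.85 (exact p 0.4), except with at least 500 genes per nucleus. The thrombocyte-like class held 32 nuclei, 0.967% ± 0.760 of LPS and 0.119% ± 0.0533 of PBS nuclei (exact p 0.2). Its difference was 0.310 points without LPS 2 and 1.39 points without LPS 1.

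In bursa the shares of all 5 named classes overlapped between the groups at resolution 1. At resolution 2 erythroid-like shares of 12.9% and 12.6% in LPS samples lay below 26.7%, 19.8% and 19.9% in PBS samples. B-like shares of 48.5% and 43.1% lay above 37.3%, 39.3% and 34.2%, but unnamed clusters then held 27.9% and 36.6% of LPS and 29.97%, 31.4% and 34.9% of PBS nuclei. At resolution 0.5 erythroid-like shares did not overlap either, at 0.602% and 1.57% against 2.06%, 1.74% and 16.2%. Haemoglobin genes were among the leading genes of the erythroid-like clusters and differed between the groups themselves, so these shares are not read as numbers of erythroid nuclei. B-like nuclei made up 83.1% ± 1.46 (n = 2) of LPS and 79.2% ± 10.1 (n = 3) of PBS nuclei (exact permutation p 1.0). Without PBS 3 the difference of 3.97 points became -1.72. Erythroid-like nuclei made up 1.22% and 6.57% ± 8.31 (exact p 0.4), and PBS 3, at 16.2%, lay apart from the other PBS samples at 1.56% and 1.99%. Without it the difference of -5.35 points was -0.553. PBS 3 also held most of B-like clusters 3 and 4, which made up 28.7% and 16.1% of its nuclei. Shares of epithelial-like (3.0% and 2.66%), macrophage-like (1.91% and 1.89%) and stromal-like nuclei (4.03% and 3.69%) differed by less than the spread between samples.

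**Figure D2:**
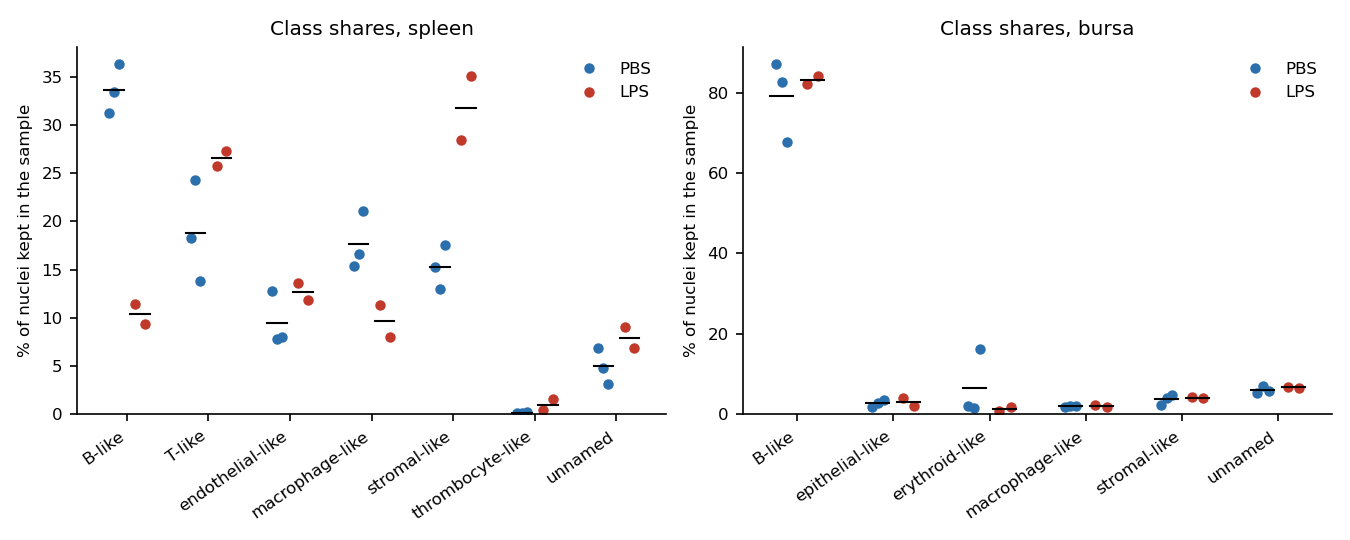
Share of nuclei per class and sample in percent, PBS in blue and LPS in red, with the group mean as a black line. B-like shares of the spleen LPS samples were 11.4% and 9.31%, below the PBS samples at 31.3% to 36.3%, but clustering without the genes called within a class gave overlapping B-like shares.

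The response of the spleen to LPS was then tested over all nuclei. With edgeR and Benjamini-Hochberg adjustment, 706 of 9763 genes were called, 370 higher and 336 lower in LPS samples. Of these 701 did not overlap between the groups. Over all genes tested 37.0% did not overlap, where chance gives 20%. The count moved most when samples were left out. It was 286 without LPS 1, 165 without LPS 2, 1214 without PBS 1 and 366 without PBS 2. DESeq2 called 376. AVD (ENSGALG00000025945), which encodes avidin, rose by a log2 fold change of 8.28 ± 0.32 (adjusted p 5.06e-11), from 5.68 ± 2.35 CPM (n = 3) to 1905 ± 381 (n = 2). It was also counted in barcodes that the filters left out, at 1714 and 1884 CPM in the LPS samples. EXFABP (ENSGALG00000043064), an extracellular fatty acid-binding protein gene, rose by 6.97 ± 0.33 (adjusted p 8.36e-10), from 3.22 ± 3.06 to 590 ± 41.4 CPM. FKBP5 (ENSGALG00000042148) rose by 3.26 ± 0.21 (adjusted p 4.73e-08), from 515 ± 26.7 to 5073 ± 726 CPM. For TNFRSF6B the ratio was 87.0 (95% counting interval 15.1 to 3488), from 64 counts against 1. For CHL1 it was 82.9 (14.3 to 3327), for ACE 25.4 (8.24 to 127) and for IL4I1 17.2 (5.46 to 87.1). Among genes with a symbol, a mean of at least 10 CPM and groups that did not overlap, the largest falls were those of MMP13, NEFH, GRP, CETP and LY86. MMP13 had 0 counts in LPS and 40 in PBS samples, at least 9.81-fold lower over the group. The log2 fold changes were -4.00 for NEFH, -3.45 for GRP, -3.04 for CETP and -2.83 for LY86. NEFH had 6 counts in LPS 1 and 0 in LPS 2. Without LPS 1 its fitted value of -8.48 is no bound, and without LPS 2 it was -3.19. LY86 is also a marker of the macrophage list. CETP was not called without LPS 1, LPS 2 or PBS 2.

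Genes of the lists fixed in advance were tested as sets in spleen. By camera with Benjamini-Hochberg adjustment, the cell cycle list was lower in LPS samples (adjusted p 9.25e-11). The inflammatory (0.000322), interferon-stimulated (0.000998) and glucocorticoid-response lists (0.0155) were higher, and the antigen presentation list did not pass (0.0733). On the log counts that camera tested, all 5 glucocorticoid-response genes were higher. By edgeR DUSP1 (-0.91) and ERRFI1 (-0.02) were lower, so this result depends on the measure. Under fry only the cell cycle list held (0.0138), and with an estimated correlation none of the 5 did. Without PBS 3 the glucocorticoid-response list did not pass (0.199) and the antigen presentation list did (0.0135). Over all alternatives their adjusted p ranged from 0.00328 to 0.341 and from 0.00693 to 0.557 (gene lists, LPS vs PBS, all nuclei: spleen, glucocorticoid-response list, and gene lists, LPS vs PBS, all nuclei: spleen, antigen presentation list). Of 33 cell cycle genes tested, 9 were called by edgeR over all genes and 17 when adjusted over the list alone, all lower. Of the inflammatory genes tested, 6 of 20 were called over all genes and 7 adjusted over the list alone. The same counts were 4 and 6 of 17 for the interferon-stimulated, 1 and 2 of 5 for the glucocorticoid-response and 3 and 3 of 9 for the antigen presentation list. Called interferon-stimulated genes included IFI6 (log2 fold change 3.33), OASL (1.34) and IFIT5 (1.26). The value of IFI6 was 2.14 without LPS 2 and 4.00 without LPS 1. SOCS3 (2.36) and CEBPB (1.78) rose, and TNFAIP2 fell by 1.09. CD74 fell by 1.27 ± 0.24 on the log2 scale (edgeR, adjusted p 0.00307), from 2077 ± 548 to 890 ± 163 CPM. BLB2 and BLB1 changed by -1.21 and -0.89. The called cell cycle genes ranged from -0.86 for TOP2A to -2.18 for KIF23, with BUB1B at -0.97, CENPF at -1.09, TPX2 at -1.17, CENPE at -1.21, NCAPG at -1.39, KIF15 at -1.45 and BUB1 at -1.90. Without LPS 1 BUB1 was at -3.32 and CENPE at -1.90, and without LPS 2 CENPE was at -0.79. Without LPS 2 all 9 of these lost their call, as did CD74, BLB1, BLB2, OASL, IFIT5, CEBPB and TNFAIP2. Without LPS 1, BLB1, TOP2A, TPX2, CEBPB, CENPF, TNFAIP2, NCAPG, BUB1B and IFIT5 lost it. Without PBS 2, BLB1, TOP2A, CEBPB, NCAPG and BUB1B did, without PBS 1 BUB1 and NCAPG, and without PBS 3 NCAPG.

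The same comparison in bursa called 52 of 10390 genes, 42 higher and 10 lower, none of them overlapping between the groups. Over all genes tested 35.2% did not overlap, where chance gives 20%. The count was 22 without LPS 3, 22 without PBS 1, 5 without PBS 2 and 256 without PBS 3. With no filter on genes it was 733. RPRM rose by a log2 fold change of 4.80 ± 0.59 (edgeR, adjusted p 0.00773), ZBTB32 by 4.02 and PLCH1 by 2.79. AVD rose by 3.96 ± 0.29 (adjusted p 0.000723), from 14.3 ± 5.54 CPM (n = 3) to 242 ± 79.9 (n = 2). FKBP5 rose by 3.08 ± 0.23 (adjusted p 0.000723), from 91.6 ± 12.4 to 753 ± 308 CPM, and EXFABP by 2.53 ± 0.31, from 103 ± 16.2 to 569 ± 321 CPM. Under the same conditions the largest falls were those of HBAD (-3.97), HBA1 (-3.32), HBBA (-3.11), CYP1B1 (-2.76) and B3GALT2 (-2.16). Haemoglobin genes also fell within B-like nuclei, by a median of 2.0 on the log2 scale, and edgeR called none of the 3 there, with all 3 at an unadjusted p under 0.05. DESeq2 did not call HBBA or HBA1 there and gave no adjusted p for HBAD. AVD and FKBP5 were called with each sample left out. Without LPS 3, PLCH1, CYP1B1, HBAD, RPRM, HBA1, HBBA and B3GALT2 lost their call. Without PBS 2, PLCH1, CYP1B1, HBAD, RPRM, ZBTB32, EXFABP, HBBA and B3GALT2 did. CYP1B1, HBA1, HBBA and B3GALT2 lost it without LPS 2, and EXFABP, HBA1, HBBA and B3GALT2 without PBS 1.

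None of the 5 lists passed in bursa by camera, with Benjamini-Hochberg adjusted p of 0.216 for the glucocorticoid-response, 0.268 for the antigen presentation, 0.613 for the interferon-stimulated and 0.859 for the inflammatory and cell cycle lists. Of 34 cell cycle and 18 interferon-stimulated genes, edgeR called 0, over all genes or adjusted over the list alone, and DESeq2 called 0. At an unadjusted p under 0.05 there were 8 and 2. Adjusted over the list alone, 11 of 19 inflammatory genes were called, 5 of them higher, against 2 over all genes. For the glucocorticoid-response list 1 of 5 was called either way, and for the antigen presentation list 0 of 9 over all genes, 1 adjusted over the list alone, 2 at an unadjusted p under 0.05 and 1 by DESeq2. For the cell cycle list the mean (-0.02) and the median (0.02) of the log2 fold changes differed in sign, and the test pointed down. For the glucocorticoid-response list edgeR's median was -0.06 while the test pointed up.

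**Figure D3:**
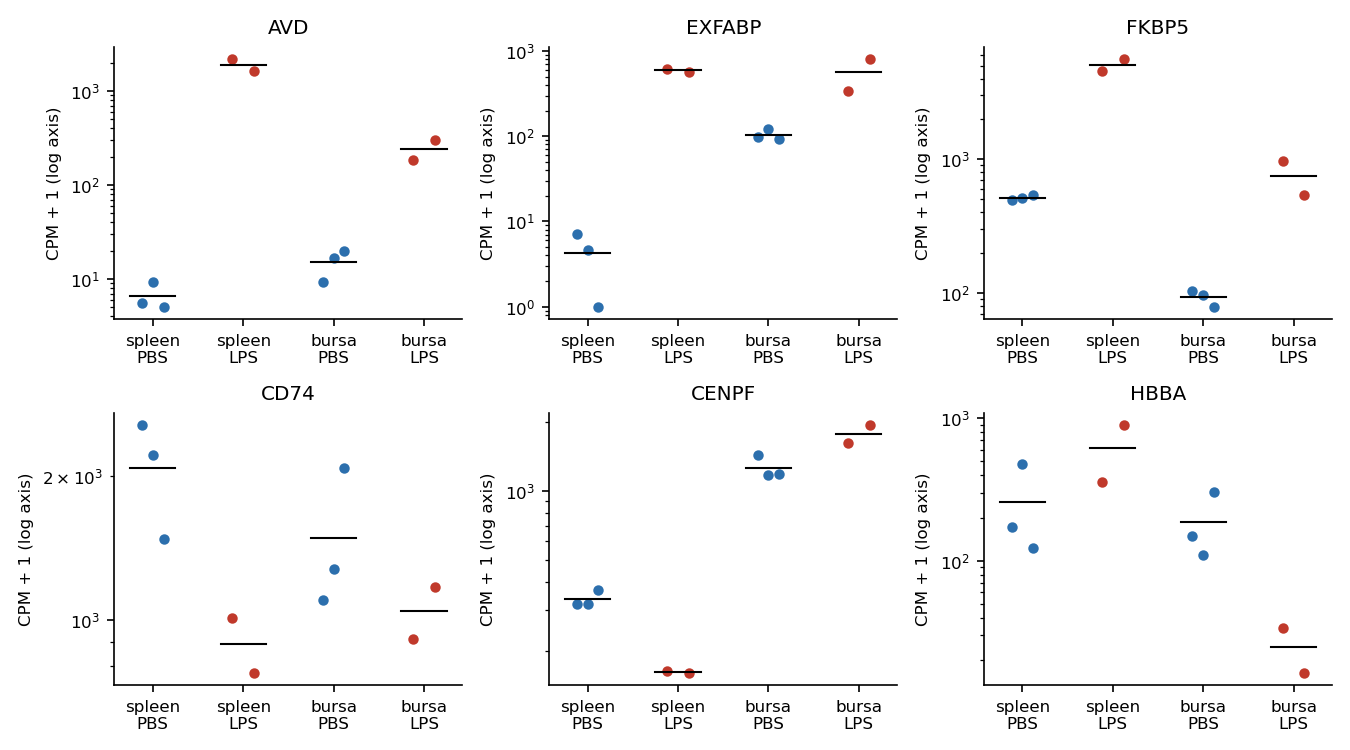
CPM + 1 on a log axis per sample for AVD, EXFABP, FKBP5, CD74, CENPF and HBBA, with the group mean as a line. AVD means were 1905 and 5.68 CPM in spleen LPS and PBS samples and 242 and 14.3 CPM in bursa.

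Whether the tissues differed in their response was tested as an interaction. The effect of LPS in bursa minus that in spleen was called for 268 of 11414 genes by edgeR, 137 higher and 131 lower. The count was 63 without spleen LPS 1, 29 without spleen LPS 2, 551 without spleen PBS 1 and 123 without spleen PBS 2. It was 114 without bursa LPS 2, 61 without bursa LPS 3, 106 without bursa PBS 2 and 161 without bursa PBS 3. Of the 268 genes, 238 had been tested in both tissues, and 197 of these had effects of opposite sign. Among these genes, 167 were called in spleen and 17 in bursa, and the spleen effect was the larger for 199. Picking genes by a large difference also favours opposite signs, so the signs do not show opposite responses. Among called genes with a symbol and a mean of at least 10 CPM, the largest differences were those of MMP13 (7.18), G0S2 (3.57), SELENOP1 (2.83), TNFRSF6B (-5.50), HBAD (-5.51) and PGM5 (-6.35). The fitted values of MMP13, TNFRSF6B and PGM5 rest on a group with 0 or 1 count and are no bounds. In spleen the haemoglobin genes had higher means in LPS samples, with HBAD at 142 ± 114 against 43.4 ± 32.2 CPM and HBBA at 623 ± 380 against 257 ± 192 CPM, and the groups overlapped. The effects on AVD (interaction -4.34, adjusted p 0.000651) and EXFABP (-4.46, adjusted p 0.000917) were smaller in bursa. The effect on CENPF differed by 1.61 (adjusted p 0.00432). Of the other cell cycle genes called in spleen, KIF23, KIF15, BUB1 and TPX2 also passed. BUB1B (adjusted p 0.0564), CENPE (0.0572), NCAPG (0.0712) and TOP2A (0.107) did not. The effects on FKBP5 were not shown to differ (-0.20, edgeR adjusted p 0.800). Of 8832 genes tested in both tissues, 12 were called in both, 11 in the same direction. Of the 568 genes called in spleen among them, 60.9% had the same sign in bursa, against 50.2% of all 8832.

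As a reference for tissue identity, the tissues were compared without LPS (bursa vs spleen in PBS, all nuclei). edgeR called 6386 of 10270 genes, 3255 higher and 3131 lower in bursa. Of the genes tested 68.0% did not overlap, where chance gives 10%. CATHB1, VPREB3 and CATHL2 had no counts in spleen PBS samples and were at least 19677-fold, 438-fold and 343-fold higher in bursa. TLX1, NEFH and COL22A1 had no counts in bursa PBS samples and were at least 388-fold, 115-fold and 107-fold lower. Thinned to the smallest total, the comparison called 3252 genes.

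LPS and PBS were also compared within classes. In spleen, edgeR called 14 of 2114 genes in B-like, 59 of 1863 in endothelial-like, 127 of 2941 in macrophage-like, 333 of 7015 in stromal-like and 82 of 5096 in T-like nuclei. In bursa it called 21 of 8821 in B-like, 111 of 2112 in epithelial-like, 11 of 1958 in macrophage-like and 15 of 1464 in stromal-like nuclei. DESeq2 called 11, 15, 50, 156 and 6 genes in the spleen classes and 65, 44, 4 and 6 in the bursa classes, in the same order. With single samples left out, the counts ranged from 10 to 63 in spleen B-like, 14 to 74 in endothelial-like, 30 to 136 in macrophage-like, 90 to 492 in stromal-like and 12 to 154 in T-like nuclei. They ranged from 3 to 235 in bursa B-like, 39 to 100 in epithelial-like, 4 to 34 in macrophage-like and 1 to 23 in stromal-like nuclei. The lowest counts came without LPS 2 for spleen B-like and T-like nuclei and without LPS 1 for the other spleen classes, and the highest without PBS 1. In bursa the lowest came without PBS 2 for B-like, PBS 1 for macrophage-like and PBS 3 for epithelial-like and stromal-like nuclei. Of the genes called over all nuclei, 327 of 706 (46.3%) in spleen and 28 of 52 (53.8%) in bursa were also called in a class.

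FKBP5 was called higher in all 9 classes tested, with log2 fold changes from 1.82 in spleen B-like to 4.36 in bursa epithelial-like nuclei. In spleen, AVD reached 1214 ± 37.9 CPM in B-like, 1328 ± 3.25 in endothelial-like, 3704 ± 2036 in macrophage-like, 1788 ± 113 in stromal-like and 1121 ± 101 in T-like nuclei of LPS samples (n = 2), against 1.59 to 7.22 CPM in PBS samples. These AVD levels leave out thrombocyte-like and unnamed nuclei, which were not tested, so they do not name a highest kind of nuclei. EXFABP was also called higher in all 5 spleen classes tested. Counts within a class can include free RNA, which was not removed. Further named rises were those of CHL1 in spleen stromal-like, PLCH1 (2.89) and AVD (3.52) in bursa B-like, ZBTB32 and PDK4 in bursa epithelial-like, EXFABP (4.53) and TF (2.26, but 1.42 without LPS 2) in bursa macrophage-like, and RPRM (4.62) and ZBTB32 (3.93) in bursa stromal-like nuclei. Named falls in spleen were those of ACVRL1 (-1.67) and CYBB (-1.27) in B-like, CETP and NEFH in endothelial-like, FLT4 in macrophage-like, NEFH and BUB1 in stromal-like, and CD1B (-1.57) in T-like nuclei. CYBB and FLT4 are markers of other classes. The rule also picked LY86 in macrophage-like and CD4 in T-like nuclei, which are markers of those classes and are not used here as results. Named falls in bursa were those of FAM241A (-1.23) in B-like, HSD17B7 and ADGRG1 in epithelial-like, SLC9A9 and SCN2A (-1.73) in macrophage-like, and ITIH5 (-2.75) and JUN (-2.57) in stromal-like nuclei. With the highest doublet scores left out, RPRM, ZBTB32, ITIH5 and JUN all lost their call in bursa stromal-like nuclei. The most extreme ratios rest on groups with few counts. CHL1 in spleen stromal-like nuclei was at least 16.9-fold higher, ZBTB32 in bursa epithelial-like nuclei at least 22.1-fold higher and HSD17B7 at least 9.31-fold lower.

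**Figure D4:**
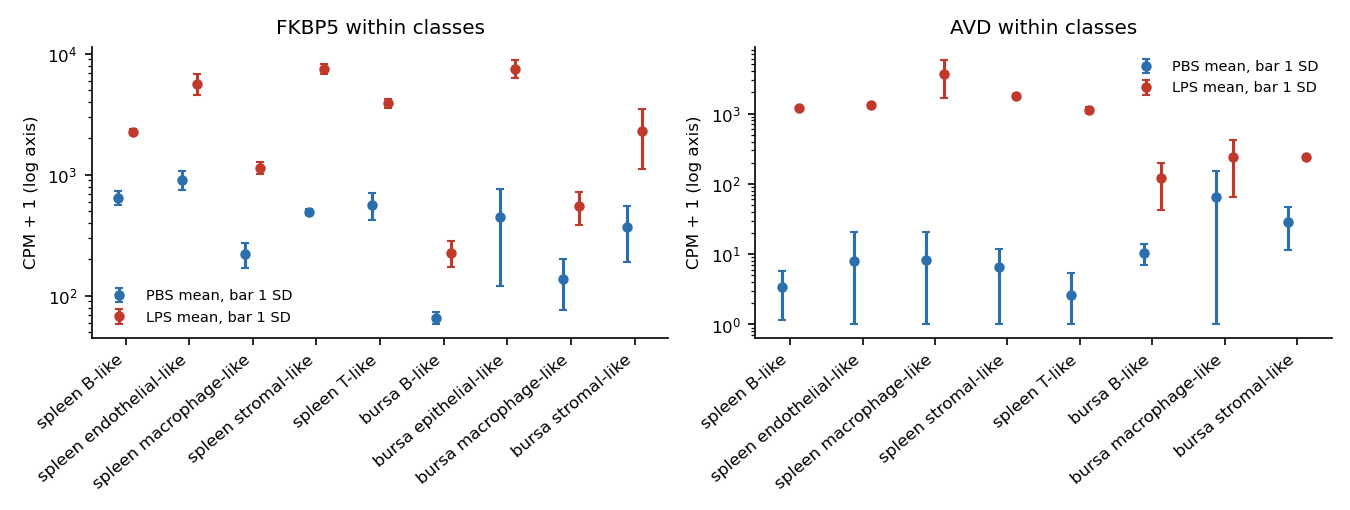
Mean CPM + 1 on a log axis per class for FKBP5 and AVD in LPS and PBS samples, with bars of 1 SD whose lower end stops at 0 CPM. FKBP5 was higher in LPS samples in each of the 9 classes, by 1.82 to 4.36 on the log2 scale, and AVD was not tested in bursa epithelial-like nuclei.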

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

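The tests by thinning, of doublets, of macrophage-like AVD, of the erythroid-like share and the split of the PBS samples were chosen only after the results were seen; those of AVD in left-out barcodes and of haemoglobin in B-like nuclei were not.

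The effect of LPS differed between the tissues for 268 genes by the interaction test of edgeR. Depth differed too, from 971070 to 4406456 counts in bursa and from 244840 to 1315126 in spleen samples. After each sample was thinned to the smallest total, 44 of the genes were called again in the same direction, which argues against depth as the whole cause for these. Another 189 were tested and not called. Their fitted differences kept a median of 0.973 of their size, so lower power may explain the loss, but depth cannot be told apart from a true difference for them. With the highest doublet scores left out, 219 of the 268 genes were called again. As the doublet caller marked almost no nuclei, doublets stay open. Tissue preparation was not tested. A difference between the tissues in their response, which the design names, stays open as a hypothesis.

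MMP13 differed between the tissues by 7.18, with 0 counts in spleen LPS samples and means of 40.1 ± 5.48 and 60.6 ± 21.0 CPM in bursa LPS and PBS samples. G0S2 differed by 3.57, from 0.744 ± 0.288 to 23.8 ± 14.5 CPM in bursa and from 33.0 ± 3.87 to 94.9 ± 8.68 CPM in spleen, so it rose in both. SELENOP1 differed by 2.83, as it fell in spleen from 42.5 ± 15.3 to 12.96 ± 5.49 CPM and had means of 10.5 ± 5.51 and 23.1 ± 10.6 CPM in bursa PBS and LPS samples. TNFRSF6B differed by -5.50, with 1 count in spleen PBS samples. PGM5 differed by -6.35, with 0 counts in bursa LPS samples and 24 in bursa PBS samples, of which 21 were in PBS 3 and 0 in PBS 1, so no fold is given. Thinning removed the calls of MMP13, G0S2 and TNFRSF6B, and PGM5 and SELENOP1 were not tested there. With at least 500 genes per nucleus MMP13, SELENOP1, TNFRSF6B and PGM5 lost their call, as did HBAD, and over all deposited barcodes TNFRSF6B and PGM5 lost it. PGM5 was not called without bursa LPS 2, bursa LPS 3, bursa PBS 2, bursa PBS 3, spleen LPS 1, spleen LPS 2, spleen PBS 2 or spleen PBS 3. TNFRSF6B was called only without bursa LPS 2, bursa PBS 1 or spleen PBS 3. SELENOP1 lost its call without bursa LPS 3, bursa PBS 2, spleen LPS 1, spleen LPS 2 or spleen PBS 2, MMP13 without either spleen LPS sample, and G0S2 without bursa PBS 3 or spleen LPS 2. No separate explanation was tested for these 5 genes.

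HBAD differed by -5.51, and HBBA and HBA1 by -4.26 and -4.52. The means moved in opposite directions in the tissues. In bursa HBAD had means of 58.7 ± 23.0 CPM in PBS and 4.45 ± 2.73 in LPS samples, and HBBA of 187 ± 102 and 24.0 ± 12.1. In spleen HBAD had means of 43.4 ± 32.2 in PBS and 142 ± 114 in LPS samples, and HBBA of 257 ± 192 and 623 ± 380. The spleen rises did not pass over all nuclei (edgeR adjusted p 0.0586 for HBAD, 0.109 for HBBA and 0.103 for HBA1). In spleen T-like nuclei HBBA and HBA1 were called higher (adjusted p 0.00902 and 0.0208), and HBAD was not (0.136). The LPS means of HBBA and HBA1 there were 989 ± 903 and 958 ± 940 CPM (n = 2), so the LPS samples differed widely. HBBA and HBA1 were not called in any other spleen class tested. No explanation of the spleen part was tested. For the bursa part, fewer erythroid-like nuclei stay open as a cause. Without PBS 3, whose erythroid-like share of 16.2% lay apart, the genes fell by 2.48 ± 0.26 (HBBA), 2.67 ± 0.26 (HBA1) and 3.52 ± 0.39 (HBAD), a median of -2.67. The log2 ratio of the lowest LPS to the highest remaining PBS share was -1.59. Haemoglobin genes were among the leading genes of the erythroid-like clusters, and the shares changed with the resolution, to 12.9% and 12.6% against 26.7%, 19.8% and 19.9% at resolution 2. The shares therefore do not count erythroid nuclei, and the comparison decides nothing. Within B-like nuclei, which should lack these genes, their median was -2.0, with HBBA at -1.69 ± 0.74, HBA1 at -2.0 ± 0.79 and HBAD at -2.86 ± 1.01. edgeR called none of the 3 there (adjusted p 0.243 to 0.325, unadjusted p 0.0181 to 0.0466). DESeq2 gave adjusted p of 0.788 for HBBA and 0.759 for HBA1, and none for HBAD. Free haemoglobin RNA may explain this fall, but a change within bursal cells would give the same one, so the explanations cannot be told apart. The genes are near-identical to other copies, and no test separated those.

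AVD was counted in barcodes that the filters left out, at 1714 CPM in spleen LPS 1 and 1884 in LPS 2, against 0, 11.1 and 22.7 CPM in the spleen PBS samples. The ratio to the nuclei kept was 1.15 in LPS 2 and 0.788 in LPS 1. In LPS 1, 52 barcodes failed the filter on mitochondrial counts and 14 the filter on genes, against 48 and 131 in LPS 2. The left-out level of LPS 1 is thus mostly that of barcodes rich in mitochondrial counts. Neither level is a measure of free RNA alone. Levels near those of the nuclei kept are what left-out nuclei or free RNA of the same samples would give. Free RNA may still be a source of the AVD counts in every spleen class tested. It cannot be told apart from expression in each class, because left-out barcodes can be nuclei as well. Equal free RNA in every class tested is argued against as the whole cause of the macrophage-like level, though by counting error within samples only. That level was at least 1.33 times that of the highest other class tested in both LPS samples. Thrombocyte-like and unnamed nuclei were left out of this comparison. In LPS 2 the macrophage-like level was 2264 CPM (counting interval 1895 to 2684). The left-out level there was 1884 CPM (1530 to 2295), so these intervals overlapped. In LPS 1 the levels were 5143 CPM (4729 to 5584) and 1714 CPM (1311 to 2201). Free RNA as the source of the macrophage-like level therefore stays open in LPS 2.

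Between bursa and spleen in PBS samples, 1 of the 10 splits of the 6 samples, the real one, called as many genes as 6386. The other 9 called 0 by edgeR and by DESeq2, with 10 to 67 genes at an unadjusted p under 0.05. With 10 splits the share cannot fall under 0.1, so chance cannot be excluded by this count alone. In the real split edgeR called 6386 of 10270 genes at an adjusted p under 0.05. Of the genes tested 68.0% did not overlap, where chance gives 10%. These values argue against chance as the cause for the genes called.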

How the results depend on the processing

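Leaving out the highest doublet scores and clustering without the genes called within a class were tests chosen only after the data had been seen; all other alternatives were planned. Where a sample left out leaves 1 LPS sample, that lone sample is assumed to vary like the others. Except where stated, the cause of a change was not tested.

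For spleen LPS vs PBS, all nuclei, 7 of 11 alternatives stayed within 1.5 times the 706 calls. DESeq2 called 376, nuclei with 500 or more genes 296 and samples thinned to the smallest total 254. With single samples left out the count ran from 165 (without LPS 2) to 1214 (without PBS 1). For bursa LPS vs PBS, all nuclei, 7 of 11 alternatives stayed near 52. DESeq2 called 102, the fit of all 10 samples 102 and no filter on genes 733. The range with samples left out was 5 (without PBS 2) to 256 (without PBS 3). For LPS effect in bursa minus spleen, all nuclei, 6 of 10 alternatives stayed near 268. No filter on genes gave 608, nuclei with 500 or more genes 80 and thinning 50, and samples left out gave 29 to 551. For bursa vs spleen in PBS, all nuclei, thinning gave 3252, and the other 9 alternatives and each sample left out (5806 to 6537) stayed near 6386. Thinning leaves fewer counts, which lowers the number of calls by its construction.

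Replicate numbers occur in all groups. The deviations of same-numbered samples from their group means correlated with r of 0.0714 and -0.0004 in spleen, 0.113 and 0.145 in bursa, and 0.0119, -0.0001 and -0.0253 between the PBS samples of the tissues, and 0.0206 between their LPS 2 samples. The numbers were therefore not taken to pair the samples. Whether they mark the same birds is not stated in the sources used here. With a replicate block, spleen LPS vs PBS, all nuclei, gave 1070 calls and bursa LPS vs PBS, all nuclei, 844. LPS effect in bursa minus spleen, all nuclei, gave 26, with 2 of the 6 named genes past the threshold. Within a tissue the block leaves little to estimate the spread from, and spleen PBS 3 and bursa PBS 1 have no partner. For the interaction the block was that of treatment and replicate. On its LPS side only LPS 2 spans both tissues. The counts with a block are therefore no measure of pairing. The block gave 41, 3, 204 and 574 calls in spleen B-like, endothelial-like, macrophage-like and stromal-like nuclei, and 221, 39 and 34 in bursa epithelial-like, macrophage-like and stromal-like nuclei. For LPS vs PBS within each cell class of each tissue: bursa B, it gave 1147. With the block the spleen antigen presentation list passed at 0.0183 and the bursa one (gene lists, LPS vs PBS, all nuclei: bursa, antigen presentation list) at 0.0392, the spleen glucocorticoid-response list did not (0.125), and the bursa cell cycle list changed direction (0.534). It changed no other list call and moved no other count by over 1.5 times.

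Among gene lists, LPS vs PBS, all nuclei, an estimated correlation in camera left no spleen list past the threshold (0.197 for cell cycle, 0.341 for glucocorticoid-response, 0.440 for inflammatory and for interferon-stimulated genes). fry gave 0.0750 for the glucocorticoid-response and inflammatory lists and 0.117 for the interferon-stimulated list. No filter on genes gave 0.00693 for spleen antigen presentation (gene lists, LPS vs PBS, all nuclei: spleen, antigen presentation list), and turned the bursa cell cycle list upward (0.937). With samples left out, the spleen antigen presentation list ran from 0.0135 to 0.216 and the spleen glucocorticoid-response list from 0.00328 to 0.199. The bursa cell cycle list ran from 0.157 to 0.723 and changed direction without LPS 2 or PBS 1, and the bursa inflammatory list ran from 0.264 to 0.781 and changed direction without LPS 2.

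For classes, DESeq2 called 15 genes in spleen endothelial-like, 50 in macrophage-like, 156 in stromal-like and 6 in T-like nuclei, and 65 in bursa B-like, 44 in epithelial-like, 4 in macrophage-like and 6 in stromal-like nuclei. No filter on genes gave 36 in spleen B-like and 36 in spleen endothelial-like, 492 in bursa B-like and 31 in bursa stromal-like nuclei. Resolution 2 gave 25 in spleen B-like and 11 in bursa B-like, and resolution 0.5 gave 242 in spleen macrophage-like and 43 in T-like nuclei. With doublets kept the counts were 22 in spleen B-like, 219 in macrophage-like and 20 in T-like nuclei. With the highest doublet scores left out they were 32, 214 and 30, and 3 in bursa stromal-like nuclei. With 50 or more nuclei per sample, endothelial-like nuclei gave 32 and bursa stromal-like nuclei 8, and bursa epithelial-like and macrophage-like nuclei gave no value. With samples left out the ranges were 10 to 63, 14 to 74, 30 to 136, 90 to 492 and 12 to 154 in spleen B-like, endothelial-like, macrophage-like, stromal-like and T-like nuclei, and 3 to 235, 39 to 100, 4 to 34 and 1 to 23 in bursa B-like, epithelial-like, macrophage-like and stromal-like nuclei.

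At 500 or more genes per nucleus the filter left 9065 nuclei, 55 of them from spleen PBS 3. The differences in points were then -18.8 for class share of nuclei, LPS vs PBS: spleen B, -13.0 for class share of nuclei, LPS vs PBS: spleen macrophage, and -28.5, from 16.5, for class share of nuclei, LPS vs PBS: spleen stromal, and -0.929 and -1.05 for bursa macrophage-like and stromal-like nuclei. Clustered without genes called within a class, the spleen differences were -4.14 for B-like, 2.73 for T-like, -4.34 for macrophage-like and 2.29 for thrombocyte-like nuclei. With samples left out the spleen stromal-like difference ran from 13.2 to 19.8 and the thrombocyte-like one from 0.310 to 1.39. The 89 log2 fold changes of named genes had 1331 values under alternatives, of which 1145 stayed past the threshold, 186 did not, and 0 changed sign. Depth limits spleen PBS 3 most, with 244840 counts.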

Other observations

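The tests of B markers over all barcodes, of where B-like nuclei lay in the other clustering, of cell cycle genes within classes, of the level of FKBP5 against that of the classes and of other glucocorticoid-response genes were chosen only after the results were seen.

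The B-like share of spleen nuclei was lower in LPS samples. Loss of B nuclei at the filter on genes is argued against. Over all deposited barcodes the median log2 fold change of 8 B markers was -0.945, against -1.0 in the nuclei kept. Of the 8, 7 were lower, with CD72 higher. By edgeR 5 of the 8 were called over the nuclei kept and 4 over all barcodes, each lower. These counts do not depend on the clusters. Clusters shaped by genes that respond to LPS may explain part of it. Clustered without the 497 spleen genes called within a class, the difference was -4.14 points and the groups overlapped. Most nuclei that had been B-like then lay in clusters of other names. Of the B-like nuclei of a sample, 31.8% to 50.7% lay in an erythroid-like cluster, 21.9% to 33.8% in an unnamed cluster led by the T list, and 10.96% to 40.1% in the B-like cluster, with overlap between LPS and PBS samples in each. As nuclei changed names and 2 of the B markers were among the genes left out, this cannot be told apart from a real change in B-like nuclei.

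Cell cycle genes were lower in spleen LPS samples. If fewer B-like nuclei were the whole cause, the list would stay near 0 within classes. Its median was -1.39 over 7 genes in B-like, -0.605 over 16 in stromal-like, -0.542 over 13 in T-like, -1.54 over 5 in macrophage-like and -1.30 over 5 in endothelial-like nuclei, against -0.847 over 33 genes in all nuclei. Over the genes tested in each class, all nuclei had medians of -0.932, -0.800, -0.859, -0.859 and -0.859, in the same order. The list was thus lower than 0 in each of the 5 classes, which alone does not exclude fewer B-like nuclei. edgeR called 2 genes in macrophage-like nuclei, among them CENPF (-2.45, adjusted p 0.00530), and 1 in stromal-like nuclei. It called 0 in B-like, T-like and endothelial-like nuclei, where 5, 4 and 4 genes were at an unadjusted p under 0.05 and DESeq2 called 0. DESeq2 called 1 in macrophage-like and 0 in stromal-like nuclei. Fewer B-like nuclei could leave less free cell cycle RNA in every class, few genes were tested, and the stromal-like clusters differ between the groups, so the explanations cannot be told apart.

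FKBP5 rose in both tissues. It was called higher in all 9 classes tested, but free RNA may add to counts within a class, so this alone leaves a change in the mix of classes open. With each class at its highest level in any PBS sample, weighted by the counts of the class in the LPS sample, levels of 611 and 616 CPM in spleen and 141 and 126 CPM in bursa would be reached. The LPS samples had at least 7.46 times that level in spleen and 4.26 times in bursa, which argues against a change in the shares of the named classes as the whole cause. Against the highest class of any PBS sample alone, the lower LPS sample was at 4.20 times in spleen and 0.653 times in bursa. A part from the mix, or from kinds of nuclei that the classes do not separate, cannot be told apart from a rise within classes. A wider glucocorticoid action is a candidate explanation, and it was tested on the other genes of the list. SGK1, DUSP1, ERRFI1 and TXNIP were tested, and 0 of them passed the threshold in either tissue by edgeR or by DESeq2, with 1 at an unadjusted p under 0.05. That gene was TXNIP in spleen (0.0130), which was called when adjusted over the list alone, as 2 of 5 genes were there, both higher. The list as a whole was higher in spleen by camera (adjusted p 0.0155, over all alternatives 0.00328 to 0.341). The range is that of gene lists, LPS vs PBS, all nuclei: spleen, glucocorticoid-response list. The list includes FKBP5 itself and was not tested without it, so its rise is no separate evidence of a wider action. By edgeR, the spleen log2 fold changes were 0.52 for SGK1, 0.57 for TXNIP, -0.91 for DUSP1 and -0.02 for ERRFI1. Since TSC22D3, PER1 and ZBTB16 were not matched, the glucocorticoid action on the listed response genes stays open.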
